# Therapeutic Potential of Human Amniotic Membrane-Derived Mesenchymal Stem Cell Conditioned Medium in Combating Oxidative Stress and Age-Related Female Infertility

**DOI:** 10.3390/cells14110801

**Published:** 2025-05-29

**Authors:** Kihae Ra

**Keywords:** amniotic membrane-derived mesenchymal stem cell, conditioned medium, female reproductive system, oxidative stress, reproductive aging, RNA sequencing

## Abstract

Oxidative stress is a crucial factor accelerating the age-related functional deterioration of reproductive organs and fertility. Recently, human amniotic-membrane-derived mesenchymal stem cells (AMSCs) have emerged as a promising source with notable potential to reduce oxidative damage and support tissue regeneration. This study investigates the impact of the intravenous administration of human amniotic membrane-derived mesenchymal stem cell conditioned medium (AMSC-CM) on oxidative stress and reproductive competence in aged female mice. Antioxidative effects of human AMSC-CM were found in the reproductive organs of aged mice at both the RNA and protein levels. Human AMSC-CM positively regulated age-dependent changes in reproductive hormones, comparable to those observed in younger mice. RNA sequencing analysis revealed alterations in ovarian and uterine gene expression in aged mice showing that AMSC-CM treatment promotes the expression of genes essential for anti-aging, energy metabolism, and female reproductive processes. These findings highlight the potential of human AMSC-CM as a therapeutic strategy with anti-aging and antioxidative effects against age-related female infertility.

## 1. Introduction

Reproductive aging is assumed to be a major concern in terms of both the individual and socioeconomic aspects associated with infertility and adverse pregnancy-related complications. Age-related loss of ovarian and uterine function hampers the normal reproductive competence of aged females [1]. Female reproductive aging was once thought to be primarily caused by the deterioration of oocyte quality rather than uterine aging. However, increasing evidence indicates that both oocyte and uterine factors are involved in the decline in fertility in aged females [2]. Ovarian aging involves the gradual loss of ovarian follicles, a decrease in reproductive hormone production that is required for normal physiological functions, and the degradation of oocyte quality, all of which result in the decline in fertility [3]. The uterus, along with the ovaries, forms the essential reproductive organ where biological events for pregnancy occur, including embryonic development, elongation, implantation, placentation, and fetal development. The endometrial environment in the uterus determines the reproductive competence [4]. With aging, the number of implantation sites decrease during early pregnancy, and an abnormal uterine response disturbs the development of placenta decidualization, leading to a considerable reduction in fertility [5]. Age-dependent changes in the ovaries and uterus are known, together, to reduce the probability of a successful reproductive outcome [6]. Oxidative stress driven by excessive reactive oxygen species (ROS) increases with aging, bringing detrimental effects to essential ovarian and uterine functions necessary for fertility [7]. For instance, oxidative stress in the ovaries is linked to reproductive disorders, such as abnormal ovulation, polycystic ovary syndrome, and premature ovarian failure [8]. Oxidative damage disrupts progesterone production in the corpus luteum and its modulatory function in the endometrium, which are crucial for embryo development, implantation, and the maintenance of pregnancy [9]. Furthermore, an impaired immune system within the uterus caused by oxidative stress during gestation can potentially lead to early pregnancy loss [10]. Consequently, managing oxidative stress, particularly for aged females, is essential for maintaining successful reproductive outcomes.

Mesenchymal stem cell (MSCs) isolated from various source tissues have been widely used as a therapy to resolve age-associated reproductive disorders. Perinatal tissue including the placenta, amniotic membrane, and fluid, was considered to be unnecessary and was generally discarded post-partum; however, it is now acknowledged as a competent source of stem cells that have an intermediate stemness between pluripotency and multipotency [11,12,13]. The injection of human amniotic fluid-derived MSCs into the ovary has been shown to improve the function of aged ovaries, increase follicle numbers, and improve hormone levels in aged mice [14]. The intravenous injection (IV) of human umbilical cord-derived MSCs stabilizes the reproductive hormone levels and improves ovarian structure by upregulating genes involved in ovarian function in perimenopausal rats [15]. In mice showing natural ovarian aging, the injection of human amniotic membrane-derived MSCs (AMSC) into the ovary improves the number of ovarian follicles and the proliferation of ovarian granular cells, and inhibits apoptosis by increasing the secretion of growth factors [16].

The use of CM, the processed culture medium containing the secreted factors collected by culturing stem cells, offers significant advantages over the original cells in terms of safety and convenience [7]. A previous study demonstrated the anti-apoptotic and anti-oxidative effects of human ASC-CMs in the ovaries and uteruses of pregnant mice of advanced maternal age following IV administration under the optimal conditions [17]. However, studies were required to elucidate the undiscovered effects of other cell sources of human MSC-CM for advanced efficiency. As the findings of the previous study revealed the improved effects of AMSC-CM compared with that of ASC-CM on embryo development [18], this study further aimed to identify the physiological implications and potential mechanisms of AMSC-CM on the reproductive organs, with particular emphasis on its antioxidative and antiaging properties, by molecular-level analyses. Based on this, the present study aimed to investigate the changes in ovarian and uterine gene expression following the IV injection of human AMSC-CM using RNA sequencing analysis in association with its beneficial effects on oxidative stress and reproduction in aged female mice.

## 2. Materials and Methods

### 2.1. Ethics Approval

Human AMSCs were provided from the R Bio Stem Cell Research Center under GMP conditions. All of the cell donors provided informed consent for inclusion before participation in the study. The study was conducted in accordance with the Declaration of Helsinki, and the protocol was approved by the Ethics Committee of Biostar Stem Cell Technology (IRB NO. 2019-03).

### 2.2. Chemicals and Reagents

All chemicals and reagents were purchased from Sigma-Aldrich (St. Louis, MO, USA), unless stated otherwise.

### 2.3. Culture and Characterization of AMSCs

Isolation and establishment of AMSCs were performed as previously described [18]. Briefly, cryopreserved AMSCs (1 × 10^6^) from the amnion tissue of three donors were thawed and seeded in T-175 flasks (175 cm^2^) containing RPME-P (R BIO, Seoul, Republic of Korea) supplemented with an antibiotic–antimycotic solution (1%) in a humidified incubator at 37 °C and 5% CO_2_. AMSCs were cultured in AMSC medium (R BIO) until the cells were confluent. The immunophenotypic characterization of cultured AMSCs was performed using flow cytometry. The method and result of characterization were previously stated [18].

### 2.4. Preparation of AMSC-CM

AMSCs from a donor were cultured in RPME-P until 90% confluency, and then the medium was changed to Dulbecco’s modified Eagle’s medium (DMEM) after washing twice with PBS. The culture medium was collected every 24 h, and fresh DMEM was added to the original flask. Supernatants were collected for 5 d and then pooled. The pooled medium was centrifuged at 1700 rpm for 5 min and filtered using a 0.22 µm filter to be prepared as CM. CM from three donors was equally mixed in a total volume of 20 mL and concentrated to a final volume of 2 mL by centrifugation at 3000× *g* for 90 min at 4 °C using a 3 kDa cut-off filter tube (Vivaspin 20; GE healthcare, Chicago, IL, USA).

### 2.5. Experimental Animals

The 7- and 28-week-old female C57BL/6J mice (Central Lab Animal Inc., Seoul, Republic of Korea) were housed under conventional conditions in an animal facility at the Seoul National University. Experimental animals were kept in a room under controlled temperature (23 °C) and humidity conditions (60%) with a 12 h light/dark cycle. Mice were humanely sacrificed by cervical dislocation as required. All experimental animal procedures were approved by the Institutional Animal Care and Use Committee of Seoul National University (SNU-200928-2-2).

### 2.6. Intravenous Administration of AMSC-CM

The 7-week-old mice were categorized into the ‘young control’ group (YC) and 28-week-old mice were randomly divided into the ‘old control’ (OC) and ‘old treatment’ (OT) groups. The OT group was intravenously injected with human AMSC-CM via the tail vein six times with 4 d intervals, which was previously confirmed as the optimal condition for IV CM treatments [17]. The YC and OC groups were intravenously injected with normal saline (0.9%) (JW Pharmaceutical, Seoul, Republic of Korea). The single dose amount was determined based on the weight of each mouse (1 μL/g). Prior to the treatment, pregnant mare serum gonadotropin (10 IU), followed by human chorionic gonadotropin (10 IU) after 48 h, were intraperitoneally injected into every group for estrous cycle synchronization.

### 2.7. Oxidative Stress and Antioxidant Marker Assays

The ovaries and uterine tissue lysates from the YC, OC, and OT groups were used to measure total antioxidant capacity (TAC), hydrogen peroxide (H_2_O_2_), and catalase (CAT) activities using OxiSelect™ assay kits (Cell Biolabs Inc., San Diego, CA, USA) according to the manufacturer’s instructions. The collected ovaries and uterine tissue samples were homogenized and centrifuged, and the supernatant was collected according to the manufacturer’s protocol, as per the recommendations in the respective assay kit. The results of each colorimetric assay were calculated using absorbance values measured at 490 nm for TAC activity, 520 nm for CAT activity, and 570 nm for H_2_O_2_ activity.

### 2.8. Serum Hormone Measurement

Serum was collected from mice in the YC, OC, and OT groups, and the levels of follicle-stimulating hormone (FSH) and anti-mullerian hormone (AMH) were measured using an enzyme immunoassay kits (Mybiosource, San Diego, CA, USA) according to the manufacturer’s instructions. The optical density of the samples was measured using a spectrophotometer at 450 nm.

### 2.9. RNA Sequencing Analysis

RNA sequencing was performed on the ovaries and uterine tissues collected from the mice in the OC (*n* = 3) and OT (*n* = 4) groups. The RNA library was prepared using an Illumina TruSeq Stranded Total RNA Sample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Briefly, after removing rRNA from the total RNA (700 ng) using an rRNA removal kit, RNA was purified using beads. After rRNA depletion, a fragment mix (EPH) was used for the remaining RNA at 94 °C for 6 min. Fragmented RNA primed with random hexamers was transcribed to first-strand cDNA using reverse transcriptase and random primers at 25 °C for 10 min, 42 °C for 15 min, and 70 °C for 15 min. Subsequently, to produce double-stranded cDNA, the replacement strand was synthesized by incorporating dUTP in place of dTTP using polymerase at 16 °C for 1 h. After cDNA was cleaned using sample purification beads, a single “A” nucleotide was attached to the 3′ ends of the blunt fragments using the A-Tailing mix reagent by incubation at 37 °C for 30 min, and then at 70 °C for 5 min. Indexing adapters were ligated to the ends of the DNA fragments using ligation mix 2 reagents at 30 °C for 10 min. PCR was conducted to enrich the DNA fragments with adapter molecules on both ends after washing twice with sample purification beads under the thermocycler conditions, as follows: 95 °C for 3 min, followed by eight cycles of 98 °C for 20 s, 60 °C for 15 s, and 72 °C for 30 min, with a final extension at 72 °C for 5 min. The quality and band size of the libraries were evaluated using an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). Libraries were quantified by qPCR using the CFX96 Real-Time System (Bio-Rad, Hercules, CA, USA) and normalized. Sequencing of the prepared library was conducted using the NextSeq 500 system (Illumina). Potential sequencing adapters in the raw reads were trimmed using Skewer (version 0.2.2). The trimmed reads were mapped to the reference genome using STAR (version 2.5) software [19]. Since the sequencing libraries were strand specific, prepared using Illumina’s strand-specific library preparation kit, the mapping process was performed using the strand-specific library option (--library-type = fr-firststrand). Cufflinks software (version 2.2.1) [20] was used with the strand-specific library option (--library-type = fr-firststrand) and other default options for the quantification of the mapped reads on the reference genome to the gene expression values. The gene annotation of the reference genome (mm10) from UCSC Genome Browser (https://genome.ucsc.edu) in the GTF format was used as a gene model, and the expression values were calculated in the fragments per kilobase of transcript per million fragments mapped (FPKM) unit. Differentially expressed genes (DEGs) between the OC and OT groups were analyzed using Cuffdiff software in the Cufflinks package [21] using the strand-specific library option (--library-type = fr-firststrand) and other default options. The normalized expression values of the selected DEGs were clustered unsupervised and scatter plots for the gene expression values between the two groups were drawn using in-house R scripts to compare the expression profiles.

### 2.10. Functional Category Analysis

To investigate the physiological function of the DEGs in the ovarian and uterine tissues between the OC and OT groups, the gene set overlapping test was conducted between the analyzed DEGs and functional categorized genes regarding biological processes of Gene Ontology by g: Profiler version 0.6.7 [22]. Gene set enrichment analysis was performed using the GSEA software v4.1.0 (https://www.gsea-msigdb.org/gsea/index.jsp, accessed on 11 August 2020).

### 2.11. Statistical Analyses

Statistical analyses were performed using GraphPad Prism version 5 (GraphPad; San Diego, CA, USA) using a one-way ANOVA followed by Tukey’s post-hoc test. Data are presented as the mean ± standard error of the mean. A *p*-value of less than 0.05 was considered statistically significant among the groups. All experiments were conducted in at least three replicates.

## 3. Results

### 3.1. AMSC-CM Treatment Restrains Oxidative Stress and Improves Antioxidant Levels

To evaluate the oxidative effect of AMSC-CM administration in the reproductive organs of aged female mice, oxidative stress and antioxidant biomarker levels were compared in the ovarian and uterine lysates from the YC, OC, and OT groups.

In the ovarian lysates, the TAC of the OT group was significantly higher than that of the OC group (*p* < 0.01), but was lower than that of the YC group (*p* < 0.001, Figure 1A). The H_2_O_2_ content of the OT group was significantly decreased compared to OC group, but not as compared to the YC group (*p* < 0.001, Figure 1B). CAT activity showed no differences among all of the groups (Figure 1C).

In the uterine lysate, the TAC of the OC group was the lowest (*p* < 0.001), and that of the OT group was significantly improved compared to the YC (*p* < 0.001) and the OC groups (*p* < 0.001, Figure 2A). The H_2_O_2_ content of the OT group was significantly lower than that that of the OC group, but not higher than that of the YC group (*p* < 0.0001, Figure 2B). However, in contrast to the results with the ovarian lysate, the CAT activity was significantly increased in the OT group compared with both the YC (*p* < 0.05) and OC groups (*p* < 0.01, Figure 2C).

### 3.2. AMSC-CM Treatment Restores Serum Reproductive Hormone Levels

In addition to antioxidation, the physiological effects of AMSC-CM administration in aged female mice reproduction were validated by the serum hormone levels of FSH and AMH. The serum levels of FSH were significantly higher in the OC group than in the YC and OT groups (*p* < 0.01). FSH levels in the YC and OT groups were similar (Figure 3A). AMH levels in the OC and OT groups were lower than in the YC group but significantly increased in the OT group compared to the OC group (*p* < 0.001, Figure 3B).

### 3.3. AMSC-CM Treatment Alters the Ovary and Uterus Transcriptomes

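RNA-seq libraries were made from the ovaries and uteruses of 3 OC and 4 OT mice, which gave 14 libraries in 4 groups. All mice were 28 weeks old. The OT mice had received conditioned medium of human amniotic-membrane mesenchymal stem cells (AMSC-CM) by tail vein at 1 µL per g in 6 injections 4 days apart, and the OC mice had received saline. Before the treatment, mice of every group had been given 2 gonadotropins, 10 IU each and 48 h apart, to synchronize their estrous cycles. The libraries were stranded and depleted of rRNA, so that RNA without a poly(A) tail was also sequenced. The authors trimmed the reads with Skewer 0.2.2, mapped them to the mouse genome mm10 with STAR 2.5 and estimated the expression of each gene with Cufflinks 2.2.1 in FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library). The deposited values were these FPKM for 21853 protein-coding genes in each library, and 3380 of the genes were at 0 in all 14 libraries. FPKM is already scaled to the number of mapped fragments, so the depth of each library is unknown. The Cufflinks estimates are fractional and reach down to 1.03e-310, so whole fragments could not be counted back from them. The most frequent ratio of low values to those of the OC1 ovary library placed the depth of the libraries within 0.84 to 1.20 of that library's depth. The total FPKM per library ranged from 386277 to 395643 (median 392187) in OC ovaries, from 374816 to 397644 (median 389144) in OT ovaries, from 430753 to 445048 (median 437216) in OC uteruses and from 425875 to 577494 (median 469366) in OT uteruses, where the highest total belonged to OT1. Across genes, Pearson's r of log2 expression between libraries of one group had a median of 0.9667 in the ovary and 0.9474 in the uterus, against 0.9686 and 0.9384 between groups. Genes are not independent replicates, so these coefficients only describe the libraries. For the comparisons of OC with OT, a gene was tested in a tissue when its mean over the 7 libraries was at least 0.5 FPKM. The test was limma on log2(FPKM + 0.1) with no further scaling, which understates the fold change of genes near 0.1 FPKM. Cuffdiff, which the authors used on the mapped reads, needs the reads and could not be repeated on these values.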

For molecular understanding of the antioxidative and physiological effects above, transcriptome analysis was conducted in the ovaries and uterus of aged female mice according to AMSC-CM administration. The quality of reads from each sample was assessed by the rate of reads whose sequencing quality was over 30 in the total number of reads. The percentage of samples showing over Q30 bases was higher than 80%, thus validating the read quality. 

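In the ovary, the median FPKM over all 21853 genes lay between 3.9 and 4.12 in the 3 OC libraries and between 3.96 and 4.14 in the 4 OT libraries. The 75th percentile lay between 15.4 and 15.6 FPKM over both groups. In the uterus, the median was between 3.64 and 3.96 FPKM in the OC libraries and between 3.49 and 4.09 in the OT libraries, and the 75th percentile between 15.3 and 15.8. The upper end of the distribution differed more. In the OT1 uterus, the 10 genes with the highest values held 12.7% of the total FPKM, against 9.5% to 10.7% in the other 6 uterus libraries. In the ovary this share was between 6.6% and 7.3%. The median log2 fold change over all tested genes was -0.01 in the ovary and 0.01 in the uterus.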

The normalized distribution of transcript expression in each sample of the OC and OT groups was identical. DEGs between the OC and OT groups were identified using a fold-change cutoff of 2 and a *p*-value cutoff of 0.05. 

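In the ovary, 14415 genes were tested. At an unadjusted p of at most 0.05 and a fold change of at least 2 on the log2(FPKM + 0.1) scale, 53 genes were higher and 12 were lower in the OT group. In ratio, the alternative that moved these counts most was a pseudocount of 1 in place of 0.1, with 16 and 2 genes. With the replicate number used as a block and OT4, which has no OC partner, left out, 69 genes were higher and 34 lower. The deviations of same-numbered OC and OT ovaries from their group means had a mean correlation of 0.162, against -0.082 for different numbers. No gene reached an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment, with or without the block, and the smallest adjusted p without it was 0.477. An unadjusted p under 0.05 was found for 650 genes, where 721 are expected by chance. In values simulated with the spread of the real ovaries, independent genes and no change between groups, 82 genes passed the same cutoffs. The largest increases among the genes whose OT libraries all lay above the OC libraries were in Calhm6 (log2 fold change 2.81, standard error 0.47, unadjusted p = 0.000269 by limma), Slc7a10 (2.05), Adrb3 (2.03), Bcl2a1a (1.99) and Lep (1.95). The value of Bcl2a1a is uncertain, since it shares sequence with the genes Bcl2a1b, Bcl2a1c and Bcl2a1d. Among the genes whose OT libraries all lay below the OC libraries, the largest decreases were in Gm49027 (log2 fold change -2.65), Dcstamp (-2.34), Gm525 (-1.83), Fer1l4 (-1.42) and Il1rn (-1.33). Their adjusted p by limma with Benjamini-Hochberg adjustment was 0.997 in every case. Complete separation of the groups was seen in 5.9% of the tested genes, and chance gives 5.7% for 3 against 4 libraries. Of 20 gene labels that could be read in Fig. 4A, all had a log2 fold change above 0 and 9 were called as higher in the OT group by limma. For Cplane1, 1 of these labels, the mean of 251.2 FPKM in the OT group came from OT4 at 979 FPKM, while the other 6 ovaries held between 7.81 and 10.4 FPKM.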

Among a total of 75 DEGs, the unsupervised hierarchical clustering analysis found that 67 genes were upregulated and eight genes were downregulated in the OT-group ovaries compared to that in the OC-group ovaries (Figure 4A). 

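In the uterus, 316 of 14151 tested genes were higher and 94 were lower in the OT group at the same cutoffs. With a pseudocount of 1 these counts were 202 and 57. Again no gene reached an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.266. Unadjusted p-values under 0.05 were more frequent than in the ovary, with 1160 genes against 708 expected by chance. When all 14 libraries were fitted together and shared a single estimate of the spread, 46 uterus genes had an adjusted p under 0.05 (limma, Benjamini-Hochberg). The ovary libraries then also set the spread, so a gene that hardly varies in the ovary gets a smaller error in the uterus. Krt5 held at most 0.127 FPKM in the ovaries. Its unadjusted p by limma was 0.000561 with the uterus alone and 1.11e-05 in the fit of all 14 libraries. With the uterus fitted alone, values simulated from the real uteruses without any change gave 142 genes past the cutoffs and 0 with an adjusted p under 0.05 by limma. The simulated genes varied independently, with 1 spread for both groups, so 142 is no chance level for genes that move together. The fit of all 14 libraries was not simulated, so the simulation gives no chance level for the 46 genes. The groups were completely separated in 11.9% of the tested genes. Among these, the largest increases were in 3 keratin genes, Krt5 (log2 fold change 6.22, standard error 1.13, unadjusted p = 0.000561 by limma), Krt6a (5.43) and Krt13 (5.30), and in Sptssb (5.28) and Sprr1a (5.10). The value of Krt6a is uncertain beside its paralog Krt6b. Krt5 rose from 1.206 ± 1.39 FPKM (SD, n = 3) in the OC group to 126.8 ± 132 FPKM (SD, n = 4) in the OT group. The largest decreases were in Acbd7 (log2 fold change -2.78), Sbspon (-2.18), Pcyt1b (-2.05), Tmprss11a (-1.95) and Cuzd1 (-1.91). Across these 10 genes, the adjusted p lay between 0.357 and 0.563 (limma, Benjamini-Hochberg). With the mean log2 expression of 20 adipocyte genes outside Table 1 as a covariate, the 5 increases still passed the cutoffs. Of the decreases, Tmprss11a did (log2 fold change -2.010). Acbd7 (-1.292), Sbspon (-0.207), Pcyt1b (-0.128) and Cuzd1 (-1.194) did not. Of 13 gene labels that could be read in Fig. 4B, 8 were called as higher in the OT group. The others were Ucp1, Cidea, Upk3a, Fam25c and Prom2. Ucp1 was listed at 210 FPKM in OT1 and at 0.112 in OT3, and at 0 in every other uterus.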

As compared to the OC-group uteruses, 431 genes were upregulated and 163 genes were downregulated among a total of 594 DEGs (Figure 4B) in the OT-group uteruses (Figure 4B). Additionally, 54 of the 75 ovarian DEGs overlapped with the uterine DEGs between the OC and OT groups. 

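Among the 13653 genes tested in both tissues, 55 were called as DEGs in the ovary and 339 in the uterus at these cutoffs. They shared 31 genes, where 1.4 are expected from the sizes of the lists (odds ratio 55.6, two-sided Fisher's exact test, p = 6.45e-36). Genes are not independent of each other, so this p describes the lists and not the mice. Of the 31 genes, 29 were higher in the OT group in both tissues and 0 were lower in both. Cuzd1 was higher in the ovary and lower in the uterus, and Fer1l4 was lower in the ovary and higher in the uterus. The overlap ranged from 4 to 68 genes under the alternatives. It was 68 without OT3, and 4 when the mean log2 expression of 20 adipocyte genes outside Table 1 was added to each model as a covariate. With the replicate number as a block and OT4 left out, it was 50 genes. Leaving out each replicate in turn gave between 14 genes without OT1 and 68 genes without OT3.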

Except for three genes, all genes were upregulated in both the ovary and uterus (Table 1).

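Table 1 prints 53 genes. Their mean FPKM was higher in the OT group for all 53 in the ovary and all 53 in the uterus, and with group medians for 53 and 51. The log2 ratio of the group means equalled the printed value to 3 decimals for 53 genes in the ovary and 51 in the uterus. On the limma scale the median log2 fold change of the 53 genes was 1.20 in the ovary, from 0.46 for Cd209g to 2.05 for Slc7a10, and 3.00 in the uterus, from 0.29 for Fos to 4.87 for Apoc1. The ovary had 24 of them called as DEGs, the uterus 46, and both tissues 22. With the replicate number as a block and OT4 left out, these numbers were 32, 48 and 29. With Benjamini-Hochberg adjustment over these 53 genes alone, limma gave 2 genes with an adjusted p under 0.05 in the ovary and 45 in the uterus, and the list comes from the paper's calls on these same data, so this shows no stability. Over all tested genes the number was 0 in each tissue. In a fit of all 14 libraries, the ovaries also set the spread of the uterus genes. There, 8 of the 53 genes had an adjusted p under 0.05 by limma in the uterus. Without OT1 there was 1 in the uterus, and without OT3 there was 1 in the ovary. Relative to the OC mean, the median log2 difference over the 53 genes was 2.29 in OT1, 1.90 in OT2, 0.05 in OT3 and 0.85 in OT4 in the ovary. In the uterus it was 4.75 in OT1, 2.19 in OT2, 3.22 in OT3 and 2.37 in OT4. The OC libraries stayed between -0.13 and 0.17 in the ovary and between -0.51 and 0.42 in the uterus. Every OT library lay above every OC library for 14 of the 53 genes in the ovary and for 42 in the uterus.

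**Figure D1:**
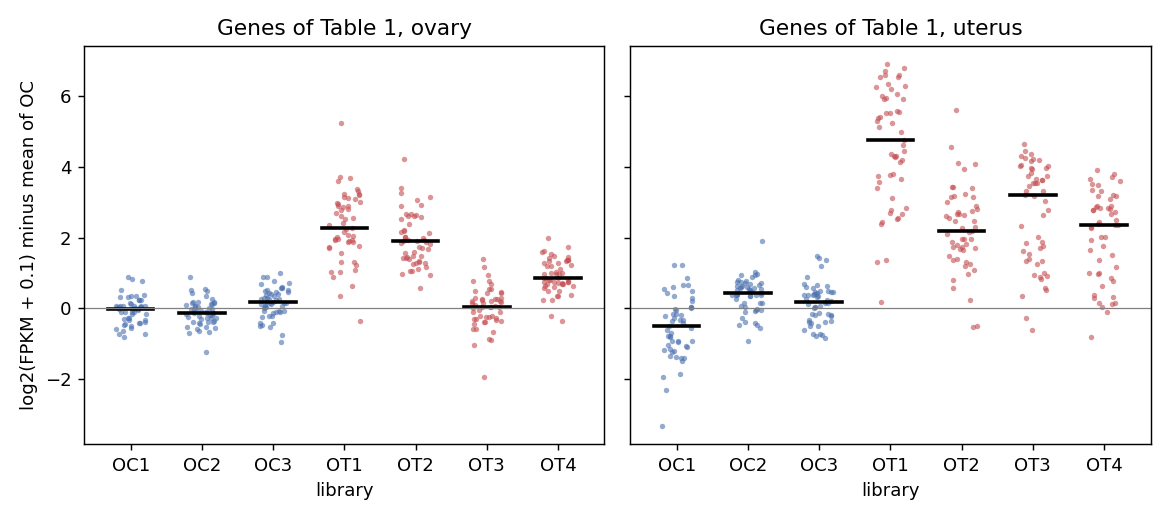
Each point is 1 of the 53 genes of Table 1 in 1 library, as log2(FPKM + 0.1) minus the mean of the 3 OC libraries of the tissue, and black bars are medians over the genes. In the ovary the medians of OT1 and OT2 are 2.29 and 1.90 while that of OT3 is 0.05, and in the uterus OT1 has the highest median at 4.75.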

### 3.4. Functional Analysis of the Ovaries in Singular Enrichment Analysis Terms

Enriched Gene Ontology (GO) terms in the biological process category were analyzed using the g:Profiler (version 0.6.7) R package. In the biological process, 114 terms were significantly enriched in the OT-group ovaries compared to those in the OC group, including response to stimulus, immune system process, metabolic process, homeostatic process, and female pregnancy. 

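Lipid genes were counted among the ovary DEGs with a fixed list, the Reactome genes of lipid and lipoprotein metabolism, in place of GO terms. Of 14241 tested genes with an Entrez identifier, 411 belonged to this list (2.9%). Among the 61 ovary DEGs with such an identifier, 3 belonged to it (4.9%). The odds ratio was 1.75, with a 95% confidence interval from 0.348 to 5.4 (two-sided Fisher's exact test, p = 0.258). The result depended on how the DEGs were called: with a pseudocount of 1 the odds ratio was 7.25 (Fisher's exact test, p = 0.012), and with the replicate number used as a block and OT4 left out it was 2.65 (p = 0.022, Fisher's exact test). With the adipocyte covariate, 0 of 53 DEGs belonged to the list (odds ratio 0, Fisher's exact test, p = 0.408). Leaving out each replicate in turn moved the odds ratio between 1.18 and 3.24. The narrower Reactome list of fatty acid, triacylglycerol and ketone body metabolism had 1 gene among the DEGs (odds ratio 2.83, Fisher's exact test, p = 0.303).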

As is shown in Figure 5A, the top ten enriched terms were lipid metabolic process, response to organonitrogen compound, lipid catabolic process, response to peptide, response to peptide hormone, response to nitrogen compound, cellular lipid metabolic process, lipid localization, response to insulin, and acylglycerol metabolic process.

### 3.5. Functional Analysis of the Uterus in Singular Enrichment Analysis Terms

Among the enriched GO terms in biological processes, 348 terms were significantly enriched in the OT-group uteruses compared to those in the OC group, including cell differentiation, structure development, regulation of peptide secretion, response to stimulus, metabolic process, and homeostatic process. 

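The same count in the uterus found 28 genes of lipid and lipoprotein metabolism among 404 DEGs (6.9%), against 401 among 13985 tested genes with an Entrez identifier (2.9%). This gave an odds ratio of 2.64 with a 95% confidence interval from 1.7 to 3.94 (two-sided Fisher's exact test, p = 2.2e-05). Leaving out each library in turn moved it between 1.74 and 3.39. For fatty acid, triacylglycerol and ketone body metabolism the odds ratio was 2.11 (Fisher's exact test, p = 0.0994). With the adipocyte covariate, the odds ratio of the lipid genes among the genes then called was 0.977 (Fisher's exact test, p = 1).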

As is shown in Figure 5B, the top ten enriched terms were lipid metabolic process, cellular lipid metabolic process, carboxylic acid metabolic process, oxoacid metabolic process, organic acid metabolic process, small molecule metabolic process, fatty acid metabolic process, monocarboxylic acid metabolic process, lipid biosynthetic process, and triglyceride metabolic process.

### 3.6. Gene Set Enrichment Analysis of the Ovaries

GSEA was performed to compare the gene enrichment of selected terms in the ovaries of the OC and OT groups. The list of terms analyzed (Figure 6A,B) include the following: cell death in response to oxidative stress (normalized enrichment score: 0.814224, nominal *p*-value: 0.912), oxidation reduction process (−1.1907881, 0.026286965), reactive oxygen species metabolic process (−1.6204555, 0), developmental process involved in reproduction (1.0326562, 0.29069766), ovarian follicle development (0.99881315, 0.4673913), ovulation (0.96755165, 0.5), and ovulation from ovarian follicles (−0.8856735, 0.6181172).

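The ovary libraries were also ranked by the signal-to-noise ratio of OC minus OT over 14415 genes, so that a positive normalized enrichment score stands for genes higher in the OC group, and 4 short gene lists were scored with 1000 permutations of genes. These lists are not the GO terms of Fig. 6. Of the antioxidant and ROS genes, 50 were tested and 34 ranked toward the OT group (normalized enrichment score -1.58, permutation of genes, p = 0.0203, adjusted p = 0.0385 by Benjamini-Hochberg over 8 tests in both tissues). Their mean log2 expression differed from the OC group by only 0.05 ± 0.04 (SD, n = 4). The ovulation genes scored 1.82, with 14 of 19 ranked toward the OC group (permutation of genes, p = 0.00231, adjusted p = 0.00926). The ovarian follicle genes scored 1.33 (permutation of genes, p = 0.117), with a sign that depended on the libraries used. Exact permutation of the libraries instead of the genes gave p = 0.0556 for the antioxidant and ROS genes and p = 0.118 for the ovulation genes. By limma's camera test, the mean log2 expression of the antioxidant and ROS genes was 0.055 lower in the OC group (adjusted p = 0.0193 by Benjamini-Hochberg over 8 tests), and 0.060 lower with the replicate number as a block and OT4 left out (limma camera, adjusted p = 0.0129). That of the ovulation genes was 0.202 higher in the OC group (limma camera, adjusted p = 0.0191), and 0.209 higher with the block (limma camera, adjusted p = 0.0528). For the ovarian follicle genes, the adjusted p by limma camera was 0.252 without the block and 0.00669 with it. The block pairs different mice by their number, so the smaller value shows no stable change.

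**Figure D2:**
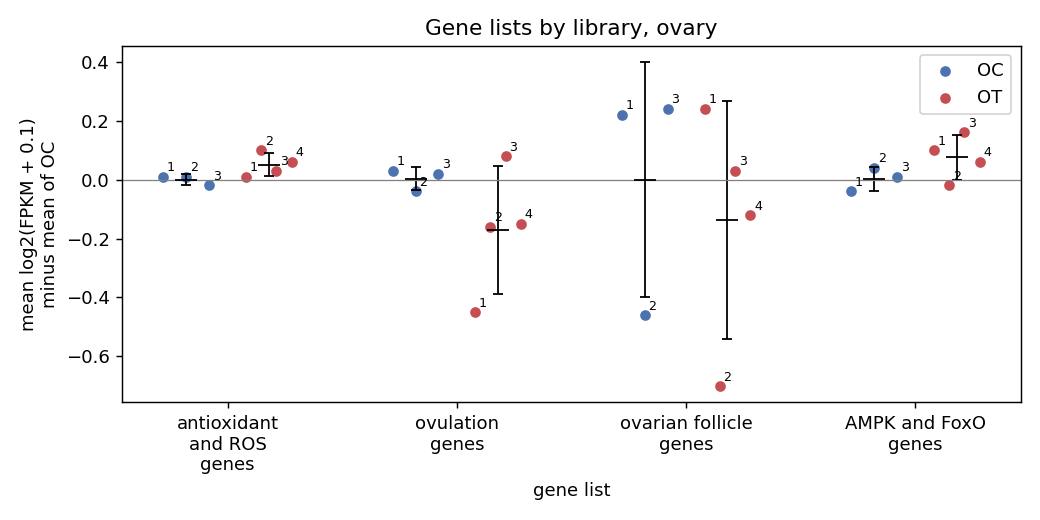
Mean log2(FPKM + 0.1) over the genes of each list in each ovary library, minus the mean of the 3 OC libraries, with numbers for the mice and bars for the group mean ± SD. The 4 OT libraries of the antioxidant and ROS genes lie between 0.01 and 0.10, and those of the ovulation genes between -0.45 and 0.08.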

### 3.7. Gene Set Enrichment Analysis of the Uterus

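In the uterus, the antioxidant and ROS genes scored -2.22, with 40 of the 52 tested genes ranked toward the OT group (permutation of genes, p = 0.00164, adjusted p = 0.00926 by Benjamini-Hochberg over the 8 tests). Exact permutation of the libraries gave p = 0.1, because 2 of the 20 splits whose score had the same sign scored as far from 0. Their mean log2 expression was higher in all 4 OT uteruses than in every OC uterus, by 0.40 ± 0.23 (SD, n = 4). An exact two-sided permutation test of these means gave p = 0.0571, the smallest p that 2 times the smaller tail can give for 3 against 4 libraries. The uterus development genes scored 1.61 and ranked toward the OC group (permutation of genes, p = 0.024, adjusted p = 0.0385). The embryo implantation genes scored 1.65 (permutation of genes, p = 0.0202, adjusted p = 0.0385). With signal-to-noise on log2(FPKM + 0.1), these scores were 0.86 and 0.93 (permutation of genes, p = 0.68 and p = 0.57). Exact permutation of the libraries gave p = 0.353 for the uterus development genes and p = 0.0526 for the embryo implantation genes. By limma's camera test, the adjusted p was 0.00452 and 0.0834 (Benjamini-Hochberg over 8 tests).

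**Figure D3:**
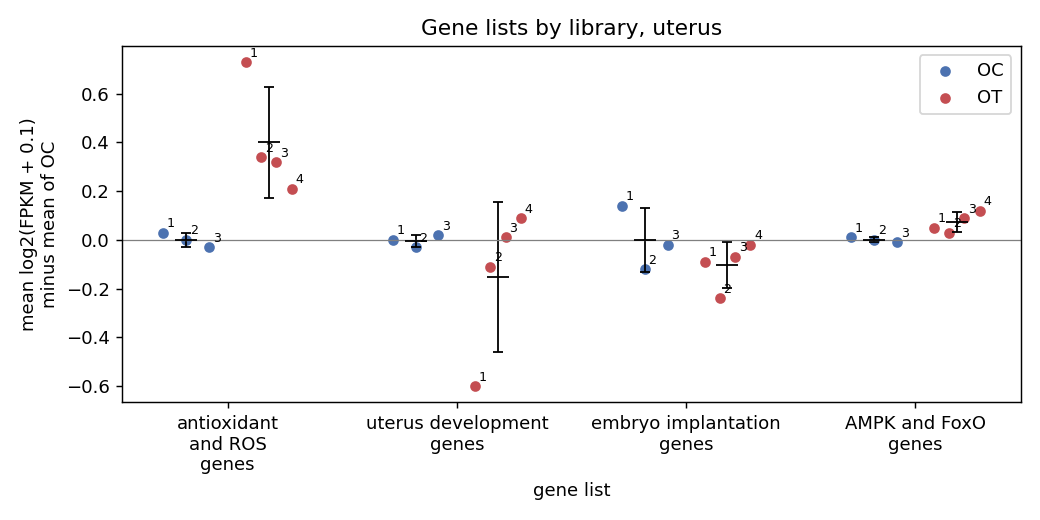
Mean log2(FPKM + 0.1) over the genes of each list in each uterus library, minus the mean of the 3 OC libraries, with numbers for the mice and bars for the group mean ± SD. The OT libraries of the antioxidant and ROS genes lie at 0.73, 0.34, 0.32 and 0.21, and the OT1 library is lowest for the uterus development genes at -0.60.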

As is shown in Figure 7A,B, the list of terms analyzed by GSEA between the uteruses of the OC and OT groups include the following: cell death in response to oxidative stress (normalized enrichment score: −1.0534321, nominal *p*-value: 0.35905045), oxidation reduction process (−2.3681388, 0), reactive oxygen species metabolic process (−1.6318362, 0.0012919897), developmental process involved in reproduction (1.176085, 0), uterine development (1.5872613, 0.017721519), and embryo implantation (0.9732308, 0.4863222).

## 4. Discussion

In this study, the ovarian and uterine gene expression changes in aged mice were identified following the IV administration of AMSC-CM, which could demonstrate antioxidative and physiological effects in reproduction. These findings build on the previously reported antioxidant effect of AMSC-CM [18], thereby confirming the beneficial effects of AMSC-CM on female reproduction. First of all, oxidative stress and antioxidant biomarkers in the ovarian and uterine lysates were measured to confirm the antioxidative effect of AMSC-CM at the protein level. As there is a cumulative ability of antioxidants to counteract oxidative stress, TAC provides an overall measure of the antioxidant defense system maintaining cellular functions and preventing damage caused by ROS in various physiological and pathological conditions [23]. The TAC of reproductive organs in aged mice was lower than that in the young mice, as predicted; but, remarkably, AMSC-CM treatment improved the TAC in both the ovary and uterus (Figure 1A and Figure 2A). In particular, the TAC of old mice uteruses treated with AMSC-CM was observed to be higher than that of YC mice (Figure 2A). The contents of H₂O₂ in both the ovary and uterus were reduced after the IV administration of AMSC-CM to aged mice (Figure 1B and Figure 2B), showing its antioxidative effects on a key ROS that contributes to oxidative stress by causing damage to cellular components, including DNA, proteins, and lipids, associated with pathological conditions such as inflammation and aging [24]. 

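Catalase (Cat, ENSMUSG00000027187.10 in the deposited values) lies on chromosome 2 of mm10 from 103453849 to 103485160 on the minus strand. In the uterus its expression was 33.41 ± 1.94 FPKM (SD, n = 3) in the OC group and 105 ± 90.6 FPKM (SD, n = 4) in the OT group. The OT uteruses held 240, 52.9, 76.4 and 51 FPKM in OT1 to OT4, all above the highest OC uterus at 34.9 FPKM. The log2 fold change was 1.33 (standard error 0.50, unadjusted p = 0.0282 and adjusted p = 0.564 by limma with Benjamini-Hochberg adjustment), which passed the cutoffs for a DEG. The exact two-sided permutation test gave p = 0.0571, and 0.114 after adjustment over 6 tests. Without OT1 the log2 fold change was 0.82, below a fold change of 2, with an unadjusted p = 0.00141 by limma. Without OC1, OC2 or OC3 it was 1.28, 1.36 and 1.34, and the p cutoff was missed (unadjusted p = 0.0706, 0.0585 and 0.0606 by limma). Of 17 alternatives, 12 kept the direction and the side of the cutoffs. In the ovary the expression was 46.74 ± 1.73 FPKM (SD, n = 3) in the OC group and 54.27 ± 8.4 FPKM (SD, n = 4) in the OT group, a log2 fold change of 0.20 (standard error 0.12, adjusted p = 0.997 by limma), or 0.24 with the replicate number as a block and OT4 left out. The difference in log2 fold change between the tissues was 1.12 (standard error 0.56, unadjusted p = 0.0647 and adjusted p = 0.844 by limma) with Benjamini-Hochberg adjustment. With the adipocyte covariate, the log2 fold change of Cat in the uterus was -0.18.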

Of note, the activity of CAT, which was one of the DEGs upregulated specifically in the OT group (in the uterus), was enhanced after AMSC-CM treatment in aged mice (Figure 2C). Moreover, this is consistent with the previous finding that adipose-derived MSC (ASC)-CM treatment as conventional antioxidant interventions in aged female mice increased CAT expression in the uterus by 7-fold in 4-month-old mice and 1.5-fold in 6-month-old mice [25].

Next, the reproductive hormones, namely FSH and AMH levels, were evaluated in the serum of the YC, OC, and OT groups. FSH and AMH are markers of aging as an increase in the FSH level and a decrease in the AMH level indicate ovarian aging [26], depletion of the follicular reserve, and uterine atrophy [27]. While aged mice showed increased FSH levels (Figure 3A), AMSC-CM treatment reduced FSH levels in aged mice, similar to the levels in the YC mice. Furthermore, as a biomarker to assess reproductive age [28], the AMH level was upregulated in aged mice by AMSC-CM treatment (Figure 3B). As the YC, OC, and OT groups were equally injected with superovulation-induction hormones for estrous cycle synchronization, the possibility that the difference in the hormone levels among groups is due to individual estrous cycles can be excluded. Thus, the results demonstrate the anti-aging effect of AMSC-CM on age-dependent changes in serum hormone levels.

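Klb and Adipoq ranked 17 and 10 by log2 fold change among the 53 printed genes in the ovary, and 14 and 17 in the uterus. Adipoq (ENSMUSG00000022878.5), the gene of adiponectin, lies on chromosome 16 of mm10 from 23146536 to 23158028 on the plus strand. In the ovary it was expressed at 21.52 ± 3.9 FPKM (SD, n = 3) in the OC group and 90.43 ± 65.1 FPKM (SD, n = 4) in the OT group. Its log2 fold change was 1.70 (standard error 0.60, unadjusted p = 0.0213 and adjusted p = 0.997 by limma with Benjamini-Hochberg adjustment). The OT ovaries held 160, 130, 22.5 and 49.2 FPKM in OT1 to OT4, so that OT3 lay within the OC range of 17.9 to 25.6 FPKM (exact two-sided permutation test, p = 0.114). With the replicate number as a block and OT4 left out, the log2 fold change in the ovary was 1.86. In the uterus it rose from 21.29 ± 11.2 FPKM (SD, n = 3) to 319.7 ± 311 FPKM (SD, n = 4), with a log2 fold change of 3.65 (standard error 0.70, unadjusted p = 0.000791 and adjusted p = 0.357 by limma). All 4 OT uteruses, at 777, 117, 251 and 133 FPKM, were above the OC uteruses (exact two-sided permutation test, p = 0.0571).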

In the transcriptome analysis, among the 54 genes differentially expressed in common in the AMSC-CM-treated ovaries and uteruses of aged mice compared to the control group (Table 1), the most remarkable genes were klotho beta (*klb*) and *adipoq*. Klotho has been identified as an aging-suppressor gene, and the its overexpression in mice leads to an extension of lifespan by 20–30% through regulation of the aging process [29]. Klotho helps to preserve cellular health during aging by supporting redox balance and counteracting oxidative stress, thereby contributing to mitochondrial function and overall metabolic stability [30,31,32]. *klb*, as a crucial element of endocrine fibroblast growth factor (FGF) receptor complexes, controls multiple metabolic processes including energy metabolic processes, glucose uptake, and fatty acid metabolism [29,33]. Interacting with FGF signaling, recent studies have demonstrated that *klb* functions as a critical molecular integrator of metabolism and reproductive aging. Its expression is associated with both hypothalamic gonadotropin-releasing hormone signaling and peripheral redox balance, linking systemic metabolic cues to reproductive axis regulation and ovarian homeostasis [34,35]. In the present study, treatment with AMSC-CM led to a marked upregulation of *klb* expression in the aged ovary and uterus, suggesting AMSC-CM may regulate the metabolic–reproductive crosstalk that is disrupted by aging, and its enhancement of *klb*-associated signaling could be a potential strategy for restoring age-related reproductive decline through both metabolic and redox-mediated mechanisms.

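Klb (ENSMUSG00000029195.10) lies on chromosome 5 of mm10 from 65348314 to 65384007 on the plus strand. In the ovary it was expressed at 0.3063 ± 0.0272 FPKM (SD, n = 3) in the OC group and 1.562 ± 1.65 FPKM (SD, n = 4) in the OT group. The individual OT ovaries held 3.93, 1.44, 0.316 and 0.564 FPKM in OT1 to OT4, against 0.282 to 0.336 FPKM in the OC ovaries. The log2 fold change was 1.50 (standard error 0.71, unadjusted p = 0.0665 and adjusted p = 0.997 by limma with Benjamini-Hochberg adjustment), so Klb did not pass the p cutoff in the ovary. With the replicate number as a block and OT4 left out, it was 1.76 (unadjusted p = 0.0336 by limma). The exact two-sided permutation test on the ovaries gave p = 0.114. In the uterus Klb rose from 0.2259 ± 0.166 FPKM (SD, n = 3) in the OC group to 7.274 ± 9.84 FPKM (SD, n = 4) in the OT group. Its log2 fold change there was 3.85 (standard error 0.88, unadjusted p = 0.00235 and adjusted p = 0.396 by limma). The OT uteruses held 22, 1.8, 3.24 and 2.06 FPKM, all above the OC uteruses (exact two-sided permutation test, p = 0.0571). The log2 ratio of the group means, without a pseudocount, was 2.35 in the ovary and 5.01 in the uterus. With a pseudocount of 0.01 FPKM the log2 fold change was 1.69 in the ovary and 4.57 in the uterus. The difference between the tissues was 2.36 on the log2 scale (standard error 1.23, adjusted p = 0.844 by limma). From the rise of Klb in the ovary and uterus, the paper proposes that AMSC-CM may regulate the metabolic and reproductive crosstalk that aging disrupts.

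**Figure D4:**
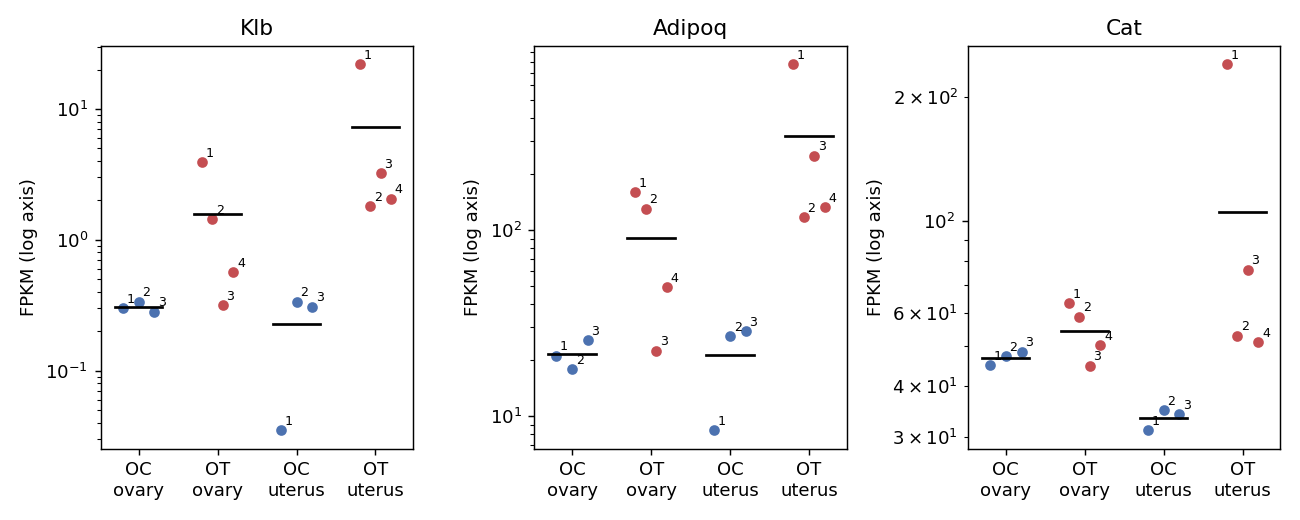
FPKM of Klb, Adipoq and Cat in each ovary and uterus library on a log axis, with numbers for the mice and black bars for the group means. In the uterus every OT point lies above the OC points for all 3 genes, and OT1 is highest at 22, 777 and 240 FPKM.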

*Adipoq* encodes the protein adiponectin, one of the adipokine hormones that act as critical regulators in female reproductive organs regarding ovarian steroidogenesis, oocyte maturation, development, and the embryo implantation environment [36]. The effect of adiponectin on the ovary includes the activation of ovarian follicle remodeling genes, oocyte maturation, corpus luteum development, and the secretion of ovarian hormones [37]. Furthermore, adiponectin affects the uterine expression of genes involved in uterine tissue development, proliferation, apoptosis, and the regulation of implantation [37]. The interaction of *adipoq* and its receptors is associated with preimplantation embryo development and uterine receptivity through autocrine and paracrine signaling [38]. Mechanistically, *adipoq* plays a critical role in oxidative regulation, a key contributor to reproductive aging, by activating the AMP-activated protein kinase (*AMPK*) signaling pathway [36,37,38]. *AMPK* serves as an upstream modulator of the Forkhead box O (*FoxO*) transcription factors and their downstream genes involved in oxidative stress resistance, ultimately modulating cellular antioxidant defense [39,40,41]. Interestingly, in the previous study, *FoxO*-mediated expression of antioxidant genes were increased in blastocysts that developed in vitro in AMSC-CM–supplemented culture medium [18]. While the previous study focused on preimplantation embryos and the present study investigates ovarian and uterine tissues in the context of reproductive aging, the shared upregulation of genes involved in *AMPK* pathway indicates a broad anti-oxidative effect of AMSC-CM on reproductive competence. 

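A list of 18 genes was taken for this pathway, with adiponectin receptors, the subunits of AMPK, its upstream kinase Stk11 with Cab39, the FoxO factors, Ppargc1a and Sirt1. Adipoq itself was not in the list. In the ovary 17 of them were tested, of which 8 had a log2 fold change above 0, and none was called as a DEG. The median log2 fold change was 0.00, the highest was 0.51 for Foxo6 and the lowest -0.26 for Foxo4. In the uterus 7 of 17 tested genes were above 0, with a median of -0.05, from 0.89 for Foxo6 to -0.34 for Foxo3, and again none was a DEG. No gene of the list had an unadjusted p under 0.05 in either tissue. Over the list alone, the smallest adjusted p was 0.454 in the ovary and 0.732 in the uterus (limma, Benjamini-Hochberg). The normalized enrichment score was -0.87 in the ovary (permutation of genes, p = 0.64) and -0.73 in the uterus (p = 0.826, permutation of genes). By limma's camera test in the ovary, the adjusted p was 0.86, and 0.902 with the replicate number as a block and OT4 left out (Benjamini-Hochberg). The mean log2 expression over all 18 genes differed from the OC group by 0.07 ± 0.07 in the ovary and 0.07 ± 0.04 in the uterus (SD, n = 4). All 4 OT uteruses, at 0.03 to 0.12, lay above every OC uterus (exact two-sided permutation test, p = 0.0571), and in the ovary the groups overlapped (exact permutation, p = 0.229).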

Taken together, these findings suggest that AMSC-CM may modulate oxidative stress not only in somatic reproductive tissues but also throughout the oocyte-to-blastocyst developmental trajectory via the *Adipoq*–*AMPK*–*FoxO* axis.

In both ovarian and uterine genes, the top ten singular enrichment analysis terms in biological processes, between the AMSC-CM-untreated and -treated groups, were primarily categorized under metabolic processes (Figure 5A,B). Among the various metabolic processes, energy metabolism, a common function of *klb* and *adipoq*, declines progressively with age [42]. The resulting metabolic problems may induce reproductive disorders, including ovarian disease or infertility [43]. The lipid-metabolism-related terms were predominant in the top ten singular enrichment analysis terms (Figure 2B). Lipid metabolism is highly involved in the regulation of aging, as demonstrated by studies showing that interventions modulating lipid metabolism increase life expectancy [44]. In the aspect of reproduction, abnormal lipid metabolism is a leading risk factor for infertility in aged women [45]. In the perimenopausal state, the administration of antioxidants can be applied to modulate disrupted lipid metabolism and improve ovarian function [46]. Furthermore, a disorder of lipid metabolism is considered to induce an adverse pregnancy outcome, considering the essential roles of lipids in various cellular processes, including cell apoptosis, differentiation, and growth [47]. In particular, uterine lipid metabolism is critical for uterine receptivity [48]. It was hypothesized that the IV administration of AMSC-CM in aged mice would alleviate aging-induced damage to reproduction and oxidative stress. Indeed, this study found that the genes related to female pregnancy were differentially expressed in the OT-group ovaries compared to those in the OC group. Moreover, based on the analysis of the GO biological process terms, the genes related to detoxification, the defense response, the oxidation–reduction process, and the reactive oxygen species metabolic process were differentially expressed in the OT-group uteruses compared to those in the OC group. 

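Of the 52 antioxidant and ROS genes tested in the uterus, 8 had an unadjusted p under 0.05 by limma. At the cutoffs for a DEG, 5 were higher in the OT group and 0 were lower. Besides Cat, these were Ucp3 (log2 fold change 3.74), Sod3 (1.86), Gsta4 (1.49) and Ncf1 (1.05). All 4 OT uteruses were above the OC uteruses for each of these genes. With Benjamini-Hochberg adjustment over this list alone, 3 genes had an adjusted p under 0.05 by limma and the smallest adjusted p was 0.0444. Over all tested genes, none of them passed, and for these 4 genes the adjusted p lay between 0.396 and 0.527. The largest decrease in the list was in Gpx2 (log2 fold change -1.14).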

Further, GSEA for specific terms was performed to evaluate the effect of AMSC-CM treatment on the ovaries and uteruses of aged mice, focusing on reproduction and oxidative stress. 

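The rise of the antioxidant and ROS genes in the OT uteruses kept its direction without each library in turn, with normalized enrichment scores from -2.47 to -1.95. By limma's camera test, the list was 0.364 lower on the log2 scale in the OC group (adjusted p = 2.28e-05 by Benjamini-Hochberg over 8 tests). Exact permutation of the libraries gave p = 0.1. The list and the adipocyte markers were both highest in OT1, at 0.73 and 3.59. The list was not scored with the adipocyte covariate, under which its gene Cat was at -0.18. These scores therefore cannot tell an antioxidant change from a different fat content of the samples.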

GSEA suggested that genes involved in the regulation of oxidation were enriched in the uterus following AMSC-CM treatment compared to those in the control group (Figure 7). In addition to oxidation reduction and ROS metabolism, genes engaged in ovulation were also enriched in the ovaries of the treatment group as compared to those of the control group (Figure 6).

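For ovulation, 15 of the 19 tested genes of the list had a negative log2 fold change in the ovary, with a median of -0.22. The highest was Btc at 0.77 and the lowest Adamts1 at -0.69. None of the 19 genes had an unadjusted p under 0.05 by limma. The mean log2 expression of the list was 0.17 ± 0.22 (SD, n = 4) below the OC group, whose libraries had an SD of 0.04. OT1 was lowest at -0.45 and OT3 was highest at 0.08 (exact two-sided permutation test, p = 0.229). The antioxidant and ROS genes of the ovary had 3 genes with an unadjusted p under 0.05 by limma and no DEG, with a median log2 fold change of 0.03.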

These findings bridge the molecular effects of AMSC-CM with functional improvements in antioxidant modulation and endocrine regulation, providing a robust foundation for future applications to age-related infertility. Although the present study remains at the preclinical stage, existing findings suggest that AMSC-CM could be a promising therapeutic agent and an effective solution for female reproductive aging, advancing from bench to bedside [7,18]. As recent studies have pointed out, AMSC-CM has emerged as a potential candidate with advantages over cell-based approaches in terms of safety and practical aspects, such as being free from immunogenicity risks, having a standardized production protocol, and offering storage stability and manageability. From a legal standpoint, regulatory guidelines for manufacturing and clinical trial standards will be required to establish AMSC-CM as a translational medicine after thorough preclinical research investigating its pragmatic applications. In this regard, expanding on the outcomes of the present study, further research could evaluate additional metrics of reproductive performance, such as implantation rates and live birth outcomes, to provide a more comprehensive understanding of functional improvements. Additionally, identifying specific factors within AMSC-CM that contribute to these antioxidative and anti-aging effects would clarify the underlying mechanisms and support its therapeutic applications.

## 5. Conclusions

The IV of human AMSC-CM resulted in upregulated genes with their main functions being modulating aging and endocrine effects in the female reproductive system and biological metabolic processes in the ovaries and uteruses of aged female mice. Moreover, the antioxidative effect of human AMSC-CM was confirmed at both the RNA and protein levels in the ovary and uterus as the level of indicative markers of antioxidant capacity was recovered and age-dependent alteration of reproductive hormones was restored, all of which resulted in the improvement of reproductive competence in aged mice.

## Figures and Tables

**Figure 1:**
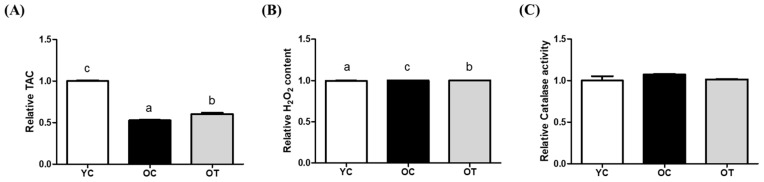
Comparison of oxidative stress and antioxidant biomarker levels in ovaries of young control (YC), old control (OC), and old treatment groups injected with AMSC-CM. The relative total antioxidant capacity (TAC) (**A**), hydrogen peroxide (H_2_O_2_) content (**B**), and catalase activity (**C**) were expressed. Data are normalized to average value of ASC-CM and presented as the mean ± SEM. Different superscript letters in each column indicate significant difference (*p* < 0.05).

**Figure 2:**
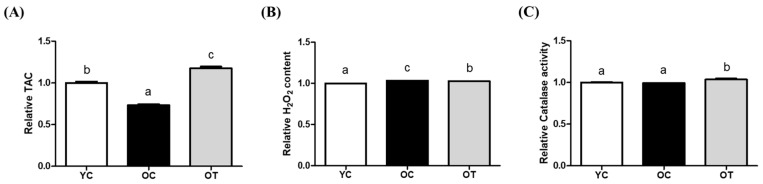
Comparison of oxidative stress and antioxidant biomarkers level in uterus of young control (YC), old control (OC), and old treatment groups injected with AMSC-CM. The relative total antioxidant capacity (TAC) (**A**), hydrogen peroxide (H_2_O_2_) content (**B**), and catalase activity (**C**) were expressed. Data are normalized to average value of ASC-CM and presented as the mean ± SEM. Different superscript letters in each column indicate significant difference (*p* < 0.05).

**Figure 3:**
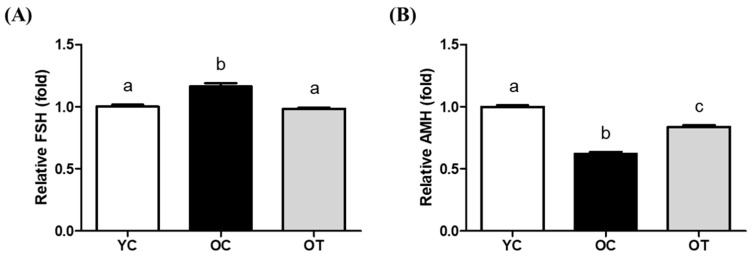
Relative serum hormone levels in young control (YC), old control (OC), and old treatment (OT) groups injected with AMSC-CM. (**A**) Follicle stimulating hormone (FSH); (**B**) anti-mullerian hormone (AMH). Data are presented as the mean ± SEM. Different superscript letters in each column indicate significant difference (*p* < 0.05).

**Figure 4:**
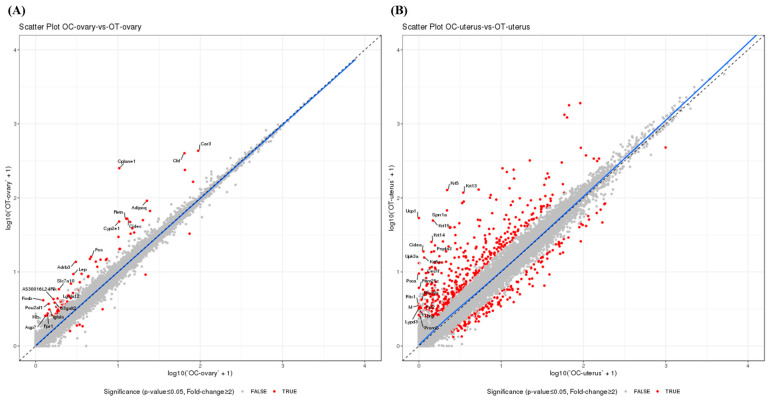
Scatter plot based on gene expression profiles to show the similarities among samples. Differentially expressed genes between groups were identified using a fold-change cutoff of 2 and a *p*-value cutoff of 0.05. (**A**) OC-group ovaries vs. OT-group ovaries; (**B**) OC-group uteruses vs. OT-group uteruses.

**Figure 5:**
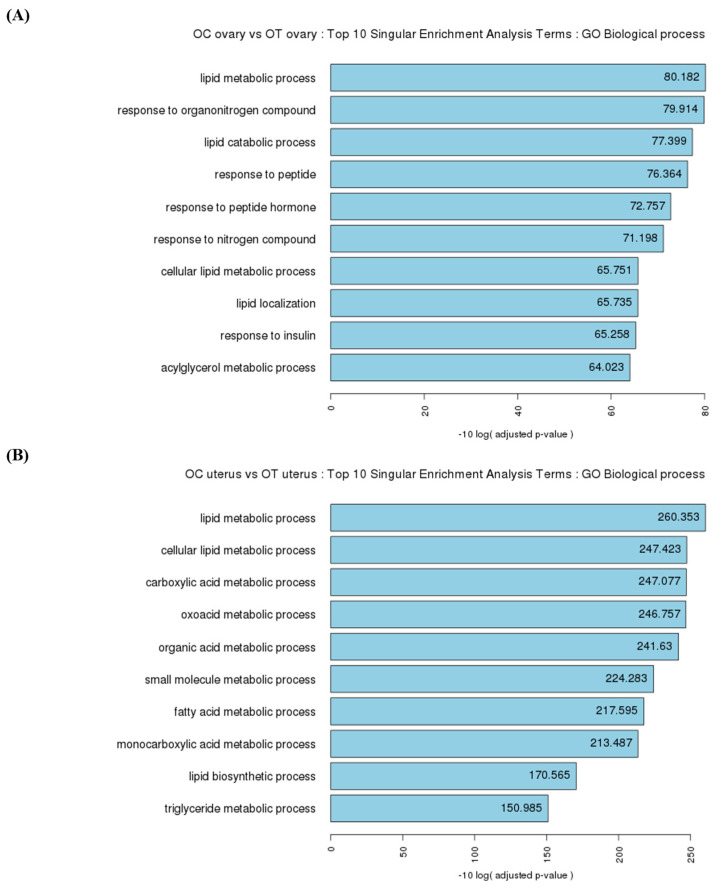
Top 10 singular enrichment analysis terms in GO biological process. (**A**) OC-group ovaries vs. OT-group ovaries, the enriched biological terms from the 75 DEGs selected by a fold-change cutoff of 2 and a *p*-value cutoff of 0.05. (**B**) OC-group uteruses vs. OT-group uteruses, the enriched biological terms from the 594 DEGs selected by a fold-change cutoff of 2 and a *p*-value cutoff of 0.05.

**Figure 6:**
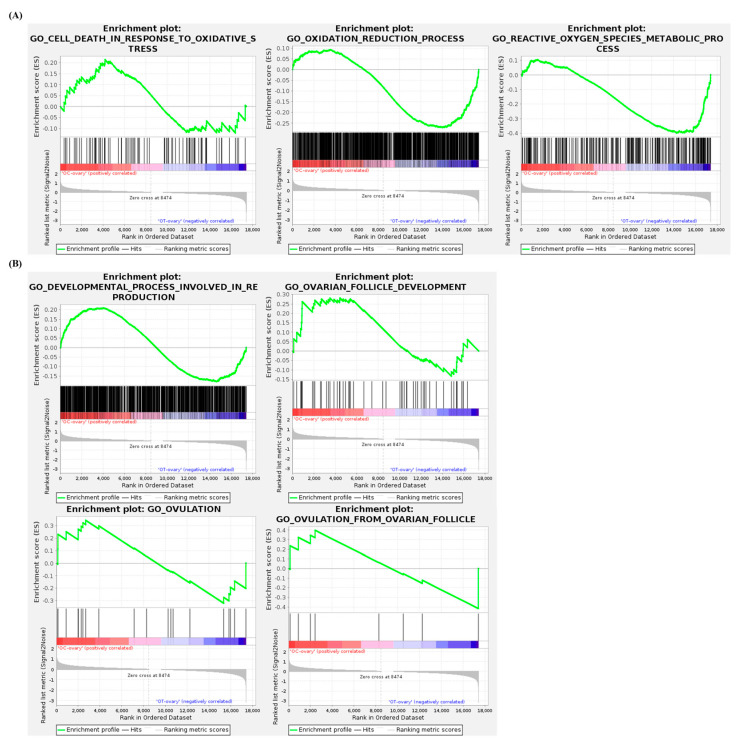
Gene set enrichment analysis between OC-group ovaries and OT-group ovaries. GO terms related to oxidative stress (**A**) and reproductive processes (**B**) in ovaries were presented.

**Figure 7:**
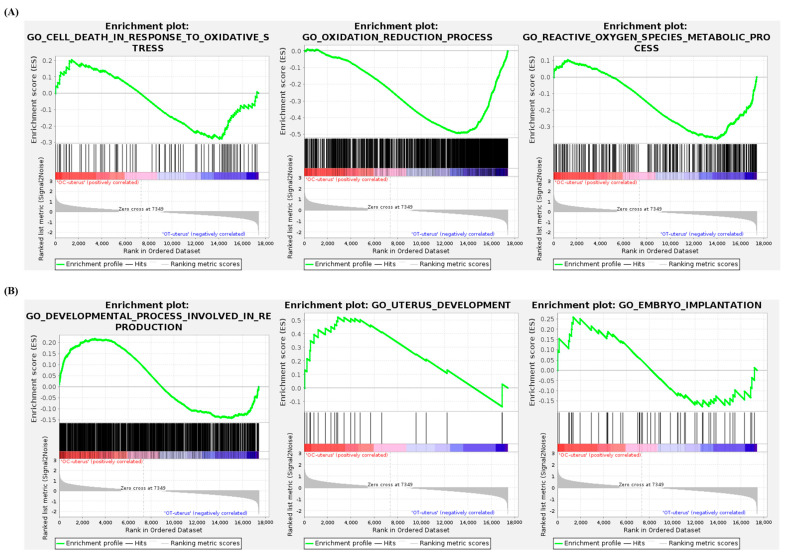
Gene set enrichment analysis between OC-group uteruses and OT-group uteruses. GO terms related to oxidative stress (**A**) and reproductive process (**B**) in uteruses were presented.

**Table 1:** Differentially expressed genes that are commonly upregulated in the ovary and uterus between the OC and OT groups.

OC vs. OT					
Official Gene Symbol	Log_2_ (Fold Change)		Official Gene Symbol	Log_2_ (Fold Change)	
	Ovary	Uterus		Ovary	Uterus
*Slc7a10*	2.406	5.256	*Ffar2*	1.260	3.868
*A530016L24Rik*	2.35	5.092	*Lpl*	1.362	3.758
*Cfd*	2.66	4.759	*Rbp4*	1.689	3.423
*Adrb3*	2.61	4.793	*Fosb*	3.741	1.284
*Klb*	2.35	5.009	*Retnla*	1.219	3.601
*Pnpla3*	1.819	5.391	*Abcd2*	1.184	3.334
*Pou2af1*	2.623	4.517	*Trarg1*	1.421	3.089
*Aqp7*	2.163	4.924	*Cdo1*	1.829	2.349
*Cyp2e1*	2.327	4.736	*Cd36*	1.48	2.575
*Car3*	2.211	4.396	*Irs3*	1.481	2.518
*Cidec*	2.102	4.377	*Jchain*	1.653	2.341
*Plin1*	1.438	4.895	*Fcor*	1.21	2.779
*Retn*	2.147	4.182	*Ces1d*	1.022	2.706
*Fabp4*	1.889	4.293	*Mzb1*	1.359	2.265
*B3galt2*	2.034	4.098	*Cd79b*	1.544	2.017
*Lgals12*	2.000	4.037	*Acp5*	1.14	2.398
*Adipoq*	2.071	3.909	*Ifi27l2a*	1.022	2.368
*Adig*	1.407	4.516	*Hcar1*	1.023	2.289
*Lep*	2.163	3.73	*Fos*	2.016	1.125
*Acvr1c*	1.483	4.181	*Cd209g*	1.029	1.871
*Pck1*	1.545	4.068	*Pxmp2*	1.279	1.493
*Apoc1*	1.154	4.404	*Tmem45b*	1.023	1.676
*Igfals*	2.183	3.335	*Ccl2*	1.284	1.384
*Orm1*	1.36	4.096	*Dgat2*	1.166	1.411
*Serpina3c*	1.284	4.144	*Thrsp*	1.265	1.218
*Myl1*	1.039	4.181	*Pla2g2d*	1.066	1.218
*Sncg*	1.979	3.201			

## Data Availability

The RNA sequencing data presented in this study are available in the Gene Ex-pression Omnibus (GEO) under the accession number GSE297514.

## Abbreviations

The following abbreviations are used in this manuscript:

MSCs	Mesenchymal stem cells
AMSCs	Amniotic membrane-derived mesenchymal stem cells
CM	Conditioned medium
ROS	Reactive oxygen species
IV	Intravenous injection
EGs	Differentially expressed genes
FSH	Follicle-stimulating hormone
AMH	Anti-mullerian hormone
TAC	Total antioxidant capacity
SOD	Superoxide dismutase
CAT	Catalase
GSEA	Gene set enrichment analysis

How the deposited data were processed for this re-analysis (not part of the article)

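RNA-seq values of ovaries and uteruses from 3 OC and 4 OT mice were analysed, 14 libraries in 4 groups, and each library was assigned to its group and replicate by its label. The deposited values were FPKM per gene, which the authors made from reads trimmed with Skewer 0.2.2, mapped to mm10 with STAR 2.5 and quantified with Cufflinks 2.2.1. All 21853 gene identifiers matched the GENCODE mouse release M21 annotation of GRCm38, which gave symbols and positions, and 48 genes shared a symbol with another gene. The reads were not used here, so the depth of each library is unknown and Cuffdiff, the tool of the paper, could not be run. The relative depth was estimated from the most frequent log2 ratio of each library to the OC1 ovary library. It used the 62 to 148 genes with FPKM between 0.005 and 0.08 in both libraries. This assumes that such low values stand for as many fragments in both.

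The FPKM were not scaled further. For each tissue, genes with a mean of at least 0.5 FPKM over its 7 libraries were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 0.1). A gene was called as a DEG at the paper's cutoffs, an absolute log2 fold change of at least 1 and an unadjusted p of at most 0.05, and the count at a Benjamini-Hochberg adjusted p under 0.05 was given beside it. The difference between tissues was tested in a fit of all 14 libraries. The other steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Lists of lipid genes were tested among the DEGs with two-sided Fisher's exact tests against the tested genes with an Entrez identifier. Gene lists for antioxidant and ROS genes, ovulation, ovarian follicles, uterus development, embryo implantation and AMPK with FoxO were written by hand, since the GO lists of the paper were not used here. They were scored by a weighted enrichment score with 1000 permutations of genes, by permutation of the libraries over 35 splits, and by limma's camera.

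The design, the alternatives and the gene lists were set before the data were examined, except where stated otherwise. The genes named were Klb, Adipoq and Cat, the extremes of Table 1, the labels of Fig. 4 that could be read, and the 5 genes per tissue and direction with the largest change among those with p under 0.05 whose groups did not overlap. Fos, Fosb, Thrsp, Cplane1 and Ucp1 were singled out after their values were seen. Labels of Fig. 4 too blurred to read were left out.

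Several choices were changed after results had been seen. The exact two-sided permutation test was first computed on the absolute difference of means, and was then replaced by 2 times the smaller tail, whose smallest p for 3 against 4 libraries is 0.057. The change raised the exact permutation p of Klb and Adipoq in the uterus from 0.0286 to 0.0571 and that of Adipoq in the ovary from 0.0857 to 0.114. It lowered the exact permutation p of Cat in the uterus from 0.0857 to 0.0571 and that of Klb in the ovary from 0.2 to 0.114, and left that of Cat in the ovary at 0.286. The permutation p of gene lists first came out as 0 for some lists, and the observed ranking was then counted among the permutations. Benjamini-Hochberg adjustment of the camera p over 8 tests was added after the unadjusted p had been seen. The single genes tested for libraries far from the others were limited to genes tested in the tissue, and the marker lists to those with at least 5 tested genes. A difference of a log2 ratio from a value of Table 1 was first counted beyond rounding and then only beyond the SD of the OT libraries.

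The limma steps were tested on simulated data with the spread of the real libraries. Each gene was drawn independently of the others, with the same spread in both groups, and the shares recovered hold for that setting only. With 200 of 14415 ovary genes changed by a log2 fold change of 2, 98.0% were recovered at the cutoffs and 91.5% at an adjusted p under 0.05 by limma. In the uterus, with 200 of 14151 genes changed, these shares were 93.5% and 79.5%. The replicate numbers come from the labels, and same-numbered OC and OT libraries are different mice. A fit with the replicate number as a block left out OT4, which has no OC partner. The alternatives tried were other pseudocounts, filters and scalings, robust eBayes, an adipocyte covariate, the block, a single fit of both tissues, the animal as a random block, other rankings and tests of gene lists, and leaving out each replicate in turn. The Reactome list of respiratory electron transport was matched for only 65 of 92 genes (70.7%), which voids the check that uses it.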

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

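The tests on Fos and Fosb, and those on Cat and Klb with the adipocyte covariate, were chosen only after the result was seen. Single libraries far from the other 3 of their OT group were found in 14 of 88 groups tested, where 4.4 are expected by chance. Of these, 6 belong to Fos, Fosb, Thrsp, Cplane1 and Ucp1, which were singled out after their values were seen, and without these genes there were 8 in 79 groups, where 4.0 are expected. The measure is the gap to the nearest library divided by the range of the 4 libraries, above Dixon's 95% critical value.

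Fat cell markers outside Table 1 had a raised median. The Reactome list of white adipocyte differentiation did not, although its mean in all 4 OT uteruses lay above every OC uterus. In the ovary this held for 1 OT library. The median log2 fold change of 20 adipocyte markers outside Table 1 was 0.38 in the ovary and 1.69 in the uterus, and each was at percentile 100 of 10000 random lists matched on mean FPKM. Relative to the OC mean, the markers were at 0.69, 0.47, -0.07 and 0.17 in OT1 to OT4 in the ovary and at 3.59, 0.81, 1.56 and 1.26 in the uterus. The exact two-sided permutation test of these means gave p = 0.229 in the ovary and p = 0.0571 in the uterus. More fat tissue in the OT samples is a candidate explanation for the rise of the Table 1 genes in both tissues. With the adipocyte marker score as a covariate, the log2 fold change of Klb was 0.174 in the ovary and 1.411 in the uterus, and that of Cat in the uterus was -0.181. Adipoq was then at 0.476 in the ovary and 1.811 in the uterus. Of the 53 Table 1 genes, 2 were still called in the ovary and 22 in the uterus, against 24 and 46 without the covariate. The uterus had 321 DEGs higher and 89 lower in the OT group, of which 98 were also called without the covariate. The score itself was higher in the OT group (Pearson's r with the group 0.58 in the ovary and 0.74 in the uterus), so the covariate also removes an effect of the treatment on fat genes. These data therefore cannot tell a different fat content of the samples from a fat program induced by AMSC-CM. Scaling between libraries was tested by quantile normalization, after which the Table 1 genes were higher in the OT group for 53 of 53 genes in the ovary and 53 of 53 in the uterus.

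Brown adipocyte markers had a median log2 fold change of 1.30 in the uterus (percentile 100 of matched random lists). In the ovary they were at percentile 96.7, below the level set for the test. OT1 stood far from the other OT uteruses (ratio 0.891), at 4.35 against 0.43, -0.05 and 0.23 in OT2 to OT4 (exact two-sided permutation test of the groups, p = 0.171). Ucp1 was listed at 210 FPKM in the OT1 uterus (0.902), and Thrsp was at 443 FPKM there (0.841). The Reactome list of white adipocyte differentiation also had OT1 apart in the uterus (0.843). By its median log2 fold change this list was not raised, at -0.03 in the uterus (percentile 26.5) and -0.01 in the ovary (percentile 58.3). Its mean lay above every OC uterus in all 4 OT uteruses, at 0.08 to 0.31. Brown fat attached to the OT1 uterus may be the source, and no biological explanation that applies to a single mouse was tested.

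Epithelial markers outside the paper's discussion were raised in the OT uteruses. Stratified epithelium markers had a median log2 fold change of 3.27 (percentile 100), with 2.36, 1.28, 4.08 and 3.26 in OT1 to OT4 (exact two-sided permutation test, p = 0.0571). Urothelium markers had a median of 1.82 (percentile 100), and OT1 was far from the others (ratio 0.843), at 6.40 against 1.20, 0.24 and 0.47. The exact two-sided permutation test of the groups gave p = 0.114 for the urothelium markers. Vaginal, cervical or bladder tissue in the samples could give such values. The genes raised by estrogen in the uterus were at percentile 0.0, with a median of -0.28. The mean of these estrogen genes was at -0.74, 0.40, 0.03 and -0.10 in OT1 to OT4 (exact two-sided permutation, p = 0.8). The OT mice did not share a direction, so a common stage of the estrous cycle is neither shown nor excluded.

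B and plasma cell markers outside Table 1 had a median log2 fold change of 0.57 in the ovary (percentile 100) and 0.57 in the uterus (percentile 99.6). OT2 stood apart in both tissues, at 1.89 in the ovary (ratio 0.978) and 2.26 in the uterus (0.910). Immune cells in the tissues of OT2, or lymphoid tissue taken with them, may contribute. Skeletal muscle markers were at percentile 1.2 in the ovary and 95.2 in the uterus, and oviduct markers at 90.2 in the ovary, within the range set for random lists or below it.

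Fos held 45.7 FPKM in the OT1 ovary (ratio 0.933) and 47.3 FPKM in the OT1 uterus (0.924), and Fosb 4.97 FPKM in the OT1 uterus (0.841). Other immediate early genes, outside Table 1, had a median log2 fold change of 0.36 in the ovary (percentile 100) and 0.15 in the uterus (percentile 90.8). They were highest in OT1 in both tissues, at 0.78 and 0.87. In the ovary, OT2 to OT4 were at 0.30, 0.15 and 0.25, also above every OC ovary (exact two-sided permutation test, p = 0.0571). The rise of these genes in the ovary was thus not confined to OT1. Without OT1, the log2 ratio of mean Fos was 0.38 in the ovary and -0.96 in the uterus. The rise of Fos in the uterus rests on OT1. Among the OC mice, OC1 was highest for Fos, at 6.14 FPKM in the ovary and 12.7 FPKM in the uterus, and also for Fosb. With the replicate number as a block and OT4 left out, Fos and Fosb passed the cutoffs in the ovary (log2 fold change 1.616 and 2.190), which they did not in the fit of all 7 libraries. An immediate early response in OT1 is a candidate explanation for its Fos and Fosb values. A cause that OT1 shares with OC1, such as the order of dissection, is another and was not tested. For the other immediate early genes, OC1 was highest of the OC mice in the uterus, at 0.20. In the ovary it was at -0.01, below OC2 at 0.10.

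Of single genes, Cplane1 was at 979 FPKM in the OT4 ovary (ratio 0.975) and between 7.81 and 8.84 FPKM in the other OT ovaries. Calhm6 was lowest in the OT3 ovary (0.897), Gm525 was at 0 in the OT4 ovary (0.875) and Fer1l4 was lowest in the OT1 ovary (0.840). No explanation was tested for these.

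Among the named genes tested in both tissues, 4 had every OT library above the OC mean of log2(FPKM + 0.1) in one tissue and below it in the other. Their log2 fold change differed between uterus and ovary by 2.42 for Fer1l4, 2.86 for Il1rn, -3.92 for Acbd7 and -3.46 for Cuzd1. The unadjusted p of the difference lay between 0.00137 and 0.0041, and the adjusted p between 0.833 and 0.844 (limma, Benjamini-Hochberg). Among 14557 genes, 0 had an adjusted p under 0.05 and 746 an unadjusted p under 0.05. Differences were larger for Krt5 (6.90), Sprr1a (6.45), Krt6a (5.80), Krt13 (5.31) and Sptssb (4.83), which were below the filter in the ovary, with an adjusted p between 0.355 and 0.844 (limma). Genes named for their change in 1 tissue are favoured to show a large difference.

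Genes of respiratory electron transport had a median log2 fold change of 0.48 in the uterus, which was -0.26 with the adipocyte marker score as a covariate. Only 70.7% of the list could be matched, so no reading is given.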

How the results depend on the processing

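None of the tests here were chosen only after the result was seen, except that the genes other than Klb, Adipoq and Cat were refitted under the same alternatives after seeing the data. The fits of Klb and Cat with the adipocyte covariate were among the alternatives set at the start, and only their use as a test of fat tissue was chosen after the result was seen. The cause of the changes below was not tested.

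With a pseudocount of 1, the ovary had 16 DEGs higher and 2 lower in the OT group, the uterus 202 and 57, and both tissues shared 14. The odds ratio of lipid genes in the ovary was then 7.25. Without a filter on low values, the ovary had 99 higher and 60 lower DEGs and the uterus 152 lower. At a mean of at least 1 FPKM, the ovary had 35 and 7.

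With the adipocyte marker score as a covariate, the ovary had 30 DEGs higher and 29 lower, and both tissues shared 4. The log2 fold change was 0.476 for Adipoq and -0.010 for Cat in the ovary, and 1.411 for Klb, -0.181 for Cat, -2.316 for Fos, -1.677 for Fosb and -0.013 for Thrsp in the uterus. The odds ratio of lipid genes was 0 in the ovary and 0.977 in the uterus.

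Same-numbered OC and OT libraries had a mean correlation of 0.162 in the ovary and 0.041 in the uterus. With the replicate block and without OT4, there were 34 DEGs lower in the ovary, 428 higher and 238 lower in the uterus, and 50 shared. The log2 fold change in the ovary was 1.757 for Klb and -0.155 for Cplane1, and the odds ratio of lipid genes 2.65. With all 14 libraries in one fit, 46 uterus genes had an adjusted p under 0.05 (limma, Benjamini-Hochberg), against 0 with each tissue alone. In that fit the ovary libraries also set the spread of the uterus genes. The narrower list of fatty acid genes had an odds ratio of 2.11 in the uterus.

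For gene lists, camera gave a mean log2 difference of 0.135 for the embryo implantation genes, and 0.172 with the block, which gave 0.175 for the ovarian follicle genes. Permutation of the libraries gave scores of -1.49 and 1.28 for the antioxidant and ROS genes and the ovulation genes in the ovary, and of -1.35, 1.12 and 1.38 for the antioxidant and ROS, uterus development and embryo implantation genes in the uterus. Signal-to-noise on log2 values gave -1.22 for the antioxidant and ROS genes and 1.52 for the follicle genes in the ovary, and 0.86 and 0.93 for uterus development and implantation.

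Across the 7 fits that each left out one replicate, DEGs ranged from 36 to 104 (higher) and 10 to 33 (lower) in the ovary, from 243 to 416 and 52 to 189 in the uterus, and from 14 to 68 shared. Genes with an adjusted p under 0.05 (limma, Benjamini-Hochberg) ranged from 0 to 1 in the ovary, 0 to 2 in the uterus and 0 to 8 for the difference between tissues, where 650, 1160 and 746 genes had an unadjusted p under 0.05 with all libraries. In the ovary, log2 fold changes ranged from 0.890 to 1.982 for Klb, 1.296 to 2.238 for Adipoq and 0.124 to 0.291 for Cat. In the uterus they ranged from 3.053 to 4.234 for Klb, 3.074 to 3.983 for Adipoq and 0.823 to 1.566 for Cat. Cplane1 ranged from -0.155 to 2.163 in the ovary, and Fos from -0.656 to 0.897 and Fosb from -0.242 to 0.867 in the uterus. Fos in the uterus was also reversed without OC3, at -0.135. The odds ratio of lipid genes ranged from 1.18 to 3.24 in the ovary and from 1.74 to 3.39 in the uterus. Scores ranged from -1.68 to -1.18 (antioxidant and ROS), 1.48 to 2.11 (ovulation), -0.78 to 2.44 (follicle, also -0.76 without OC1 and without OC3) and -1.05 to 0.69 (AMPK and FoxO, also 0.62 without OT3) in the ovary. In the uterus they ranged from -2.47 to -1.95 (antioxidant and ROS), 1.44 to 1.87 (development) and 1.19 to 1.79 (implantation).

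Of 425 fits of 26 other results for named genes, 387 kept direction and side of the threshold, 27 were weaker, 3 were stronger and 8 were reversed. Adipoq in the uterus kept both under 17 alternatives. The unknown depth limits statements on genes near 0.1 FPKM, such as Klb in the OC group.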

Differences from the paper's values

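The tests on Thrsp, and the comparison of a log2 ratio with Table 1 by the SD of the OT libraries, were chosen only after the result was seen. In the uterus, 94 genes were called as lower in the OT group with limma on log2(FPKM + 0.1), against the paper's 163. Of the alternatives set before the data were examined, no filter on low values (152), quantile normalization (126), all 14 libraries in one fit (139), the replicate block without OT4 (238), and leaving out OC1 (140), OT2 (118) or OT4 (189) brought the count within 1.5 times the paper's. The others did not.

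Both tissues shared 31 DEGs, against the paper's 54. Without a filter on low values the number was 38, with the replicate block and without OT4 it was 50, and without OT3 it was 68. Under the other alternatives set before the data were examined, it stayed more than 1.5 times below the paper's. The paper's Table 1 prints 53 genes.

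For Thrsp in the uterus, the log2 ratio of mean FPKM was 3.524, against the paper's 1.218, which Table 1 also prints for Pla2g2d. Without OT1 it was 1.413, within the spread of the OT libraries from the paper's value, and without each other replicate in turn it lay between 3.190 and 4.437. For Cd209g in the uterus, the ratio was 1.876 against the paper's 1.871.

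The paper names Klb among the DEGs of both tissues. In the ovary its log2 fold change was 1.50 and it did not pass the p cutoff with limma. Klb was called in the ovary with the replicate block and without OT4 (log2 fold change 1.757), and without OT3 (1.982). Of the 53 genes of Table 1, 24 were called in the ovary, 46 in the uterus and 22 in both. Without OT3, 49 were called in the ovary and 44 in both. In Fig. 4, 11 of 20 labels read in panel A and 5 of 13 in panel B were not called.

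The paper states that ovulation genes were enriched in the treated ovaries. The hand-written ovulation list scored 1.82, toward the OC group, and 4 of its 19 tested genes had a log2 fold change above 0. The paper's own score for ovulation was also positive, and that for ovulation from ovarian follicles was negative. Neither had a small nominal p. The paper's text does not state which group a positive score stands for. It does call oxidation genes enriched in the treated uteruses, where its scores for oxidation reduction and ROS metabolism were negative. By that reading, its ovulation score points to the OC group and that for ovulation from ovarian follicles to the OT group. The paper states an upregulation of AMPK pathway genes that is shared between an earlier study of blastocysts and these tissues. Only the part on the ovary and uterus was compared. In the AMPK and FoxO list, 8 of 17 genes in the ovary and 7 of 17 in the uterus were above 0 and none was called. The list leaves out Adipoq, which was called as higher in the OT group in both tissues. The paper states that 3 shared genes were not raised in both tissues. Here 2 of 31 went in opposite directions.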

Other observations

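The tests on the splits, GC content and gene length were not chosen after the result was seen. Other splits of the 7 libraries of a tissue that also part 3 same-numbered pairs were compared with the real one. In the ovary, 3 of 8 such splits gave at least 65 DEGs, the real one included, and the largest other, with OC3, OT1 and OT2 against the rest, gave 85. In the uterus, 2 of 8 gave at least 410, and the split of OT1, OT2 and OT3 against OT4 and the OC libraries gave 565. With 8 splits the share cannot go below 12.5%, so this comparison cannot tell the DEG counts from those of other groupings. Over all 35 splits, which include those that part fewer pairs, 14 in the ovary and 3 in the uterus gave as many. Simulated libraries of independent genes without any change gave 82 DEGs in the ovary and 142 in the uterus, against 65 and 410 in the real ones.

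Across genes, which are not independent replicates, Spearman's rho of the log2 fold change with GC content was 0.122 in the ovary and 0.106 in the uterus. With gene length it was -0.004 in the ovary and -0.282 in the uterus. All were below the level of 0.3 set for the test, and the value for length in the uterus was the nearest to it.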
